A study of Homo sapiens with 42 samples. Its data were reported in "Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization" (2021).

How the data were processed

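The study followed the decay of mRNA in HEK293 cells, a line of human embryonic kidney origin, with and without depletion of CNOT1, the scaffold subunit of the Ccr4-Not deadenylase complex. Per the labels, cells received 20 nM of a control siRNA (siControl) or of an siRNA against CNOT1 (siCNOT1) for 48 h. The study's methods state a different siRNA concentration, and which applies to these libraries is unknown. Transcription was then blocked with 1 µM triptolide, an inhibitor of transcription initiation, and RNA was taken at 7 time points, the first at 0 h, the next at 0.5 h and then at 1, 2, 4, 8 and lastly 16 h. The labels give 42 RNA-seq libraries in 14 groups, with 3 replicates for each siRNA at each time point. According to the study's methods, the libraries were made from poly(A)-selected RNA. The half-lives thus describe RNA with a poly(A) tail. Whether tails kept after CNOT1 depletion changed the share of RNA selected was not tested.

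The values analysed here are log2 fold changes in mRNA half-life (siCNOT1 / siControl), which the authors calculated and deposited as 1 value per gene for 5668 gene symbols. According to the study's methods, adapters were trimmed with Cutadapt, duplicate reads were removed by unique molecular identifiers, and reads were aligned with STAR and counted per gene with featureCounts on an annotation reduced to the most abundant transcript of each gene. Counts were normalised to library size and scaled to the RNA concentration obtained from equal numbers of cells. Levels were set relative to the 0 h time point, which had the value 100. After a robust fit had removed outlying points, an exponential decay curve was fitted per gene to the replicates together, and the half-life was the natural logarithm of 2 divided by the decay rate. The genome build of this alignment was not stated. An error in the scaling to RNA concentration would change the fitted decay rates, and its effect on the ratios was not tested. Half-lives much longer than the 16 h time course rest on extrapolation of the curve. As the half-lives themselves were not analysed here, an alternative without the highest 10% of values was computed in place of a limit on half-life. A ratio does not show which half-lives exceeded the time course, so this alternative is only a proxy.

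Read counts per library, sequencing depths, half-lives per condition and fit errors were not analysed here. The depth behind a gene's value is unknown, no interval that needs depth is given, and no test between libraries was made. Single genes therefore have no error. Intervals on medians, rho values and shares describe the sampling of genes alone. They were obtained from 1000 resamples of genes (200 for single codons and for the mean rho difference between codon classes), or as Wilson 95% intervals for shares of genes.

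Gene symbols were matched to protein-coding genes of GENCODE release 44 on GRCh38. A current symbol was found for 5394 symbols (95.2%), and a further 231 (4.08%) matched through a RefSeq synonym. Of the remainder, 37 symbols had no match, 3 belonged to no coding gene, 1 was ambiguous and 2 pointed to the same gene. The 37 unmatched symbols included 7 that read as calendar dates, the form a spreadsheet gives to some gene symbols, and these entered only the distribution of all values. Sequence features were thus available for 5625 genes (99.2%). They were taken from the MANE Select transcript for 5606 genes and from the Ensembl canonical transcript for 19 genes, which need not be the transcript the authors counted. Coordinates are those of GRCh38, 1-based, for the whole gene.

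Spearman's rho was calculated across genes between the log2 fold change and 14 transcript features, the frequency of each of the 61 sense codons, the frequency of each of the 20 amino acids and the share of G/C-ending codons among the synonyms of 18 amino acids. Genes are not independent replicates, so no p-value is attached to these correlations, and each was instead set against the range from the 2.5th to the 97.5th percentile of 10000 shuffles of the values across genes. For codons the limit was the 95th percentile of the largest absolute rho per shuffle. Base contents were calculated for 5′UTRs of at least 20 nt, 3′UTRs of at least 50 nt and introns of at least 500 nt in sum. Partial rho values were computed on ranks. Gradient boosting used 200 trees of depth 6, a learning rate of 0.005, a smallest leaf of 10 genes, a subsample of 0.5 and 10-fold cross-validation, after features with a mutual correlation above 0.7 had been reduced.

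Medians of gene lists were expressed as a percentile among 10000 random lists of the same size, drawn from all genes or matched in 5 classes each of CDS length and CDS GC content. A list below the 2.5th or above the 97.5th percentile was taken to stand apart. Members of the list under test could be drawn as well, which can make its difference from random or matched lists smaller. The 16 lists were defined by symbol patterns. They comprised C2H2 zinc fingers and the subset with ZNF symbols, solute carriers, TMEM transmembrane proteins, histones, immediate early genes, aminoacyl-tRNA synthetases, spliceosome proteins, chaperonin subunits, E2 ubiquitin conjugating enzymes, proteasome subunits, respiratory chain and ATP synthase subunits and Ccr4-Not subunits. The other 3 lists, cytosolic ribosomal proteins, mitochondrial ribosomal proteins and genes of the mitochondrial genome, were not analysed here. Lists of mRNAs with a 3′UTR element were matched on 3′UTR length and 3′UTR GC content, and the reversed sequence served as a control, except for the AU-rich element, which reads the same in reverse.

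The genes named were the Ccr4-Not subunits, MYC, 12 genes whose half-life or polysome position the study had measured singly, and the 5 highest and 5 lowest values. Of the 12 genes, 1 was not analysed here. These rules, the lists, the comparisons and the alternatives were fixed before the data were examined. The alternatives were the longest CDS per gene in place of the canonical transcript, Pearson's r, partial rho, omission of zinc-finger genes, of the highest 10%, of the lowest and highest 1%, or of genes not above 0, relative use among synonymous codons, the mean in place of the median, matched lists, a tree depth of 3, GC3 in place of CDS GC content, at least 2 sites per 3′UTR, and genes with at least 2 coding exons. Leaving out single replicates and blocking on the replicate number had been planned and could not be run on 1 value per gene.

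The analysis was run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The scripts were tested on simulated data with the features of the 5625 genes. Of simulations without an effect, 94% of rho values fell inside the shuffle range. A planted rho of 0.275 with GC3 was returned as 0.270. Lists of 200 genes lowered by 0.5 were recovered in 95% of 20 simulations. Under a GC3 effect alone, lists of low GC3 stood apart from lists matched on GC3 and CDS length in 5% of 20 simulations. The matching on CDS length and CDS GC content used for the gene lists was not simulated, nor were lists of few genes.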

Results

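To determine how depletion of CNOT1 changed mRNA turnover, RNA-seq libraries from siControl and siCNOT1 HEK293 cells were compared over 7 time points after triptolide, with 21 libraries per siRNA and 3 replicates per time point. The 42 libraries had been combined into 1 log2 fold change in half-life per gene, in which a positive value means a longer half-life after CNOT1 knockdown. The values carry no replicate error and no sequencing depth, so that a difference for a single gene cannot be set against the spread between replicates, and the intervals below describe the sampling of genes.

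CNOT1, the target of the knockdown, was examined first. In the authors' deposited table CNOT1 (ENSG00000125107.19, GRCh38 chromosome 16, 58519951 to 58629885, minus strand) had a log2 fold change of −1.72, a half-life 3.28-fold shorter in siCNOT1 cells. This placed the gene at rank 5647 from the top of 5668. The siRNA targets this mRNA, so its value cannot be taken as an effect of losing the complex alone. Levels were set relative to 0 h, so the value does not measure the extent of the knockdown either. The study checked the depletion of the protein by western blot. Values for 6 other subunits were given in the authors' deposited table, with log2 fold changes of 4.03 for CNOT9 (listed under its older symbol RQCD1), 3.77 for CNOT8, 2.45 for CNOT3, 2.36 for CNOT10, 1.91 for CNOT6 and −0.02 for CNOT4. The median of the 7 subunits, CNOT1 included, was 2.36, at the 66.4th percentile of random lists of the same size.

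The half-life of most mRNAs, as measured on poly(A)-selected RNA, was longer after CNOT1 depletion. The median log2 fold change across the 5668 genes was 2.10 (95% interval 2.06 to 2.14), which corresponds to a 4.27-fold longer half-life, and the mean was 2.06 (2.02 to 2.09). These values and the shares below hold for the genes analysed here. The quartiles were 1.17 and 2.98, and the SD across genes was 1.37. The value was above 0 for 5261 genes (92.8%, Wilson 95% interval 92.1 to 93.5%), above 1 for 4465 genes (78.8%) and above 4 for 417 genes (7.36%). A value below 0 was found for 407 genes (7.18%) and a value below −1 for 96 genes (1.69%). Omission of the lowest and the highest 1% of values moved the share above 0 to 93.7%, the largest shift under the alternatives tried for the distribution.

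**Figure D1:**
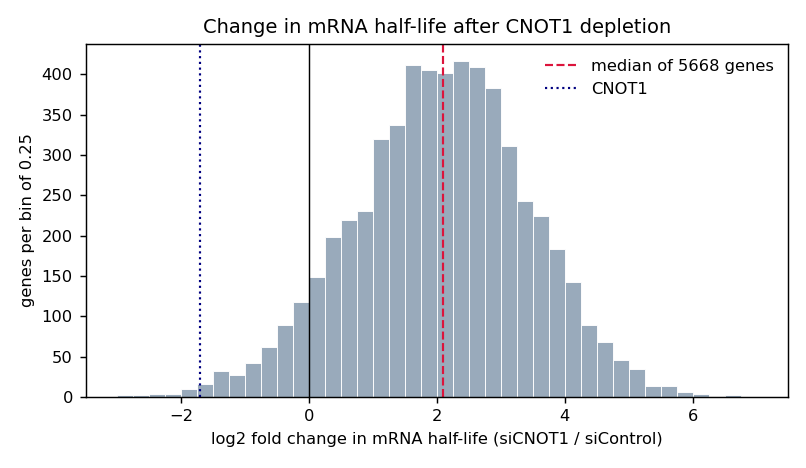
Number of genes per bin of 0.25 (y axis) by log2 fold change in mRNA half-life, siCNOT1 / siControl (x axis), for 5668 genes. The dashed line marks the median of 2.10, the solid line no change and the dotted line CNOT1 at −1.72 in the authors' deposited table, and 92.8% of genes lie to the right of the solid line.

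MYC, a short-lived transcript, had a log2 fold change of 2.39 in the authors' deposited table, at the 58.1th percentile of all genes. Of the genes that the study had followed one by one, for half-life or for position in polysome gradients, 11 were analysed. POLB, HDHD3, DENR, INTS7 and POLR3E were among those followed in polysome gradients, as examples of translation and not of decay. Their log2 fold changes in the authors' deposited table were 5.03 for LGALSL, 3.06 for DAB2, 3.03 for HDHD3, 2.80 for INTS7, 2.63 for POLR3E, 1.92 for CASP6, 1.83 for AMD1, 1.64 for MED14, 1.60 for PRICKLE1, 1.17 for DENR and 0.74 for POLB. All 11 were above 0. The highest of them, LGALSL, has a CDS of 519 nt in 5 coding exons and lies on chromosome 2 (64453969 to 64461381, plus strand).

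The extremes of the distribution differed in sequence. The highest value in the authors' deposited table, 6.59, belonged to FZD9 (chromosome 7, 73433778 to 73436120, plus strand), whose CDS of 1776 nt lies in 1 exon and has G or C at 91.0% of codon positions 3 (GC3). It was followed in the authors' deposited table by SLC35C1 (6.53, GC3 88.7%), MAP1S (6.46, GC3 80.7%), CPTP (6.22, GC3 91.6%) and SFN (6.13, GC3 86.7%). The lowest value in the authors' deposited table, −2.77, belonged to LRP1B (chromosome 2, 140231423 to 142131016, minus strand), with a CDS of 13800 nt in 91 coding exons and a GC3 of 38.3%. The next lowest in the authors' deposited table were ZC3H7A (−2.76, GC3 35.8%), NUDT3 (−2.72, GC3 59.9%), ADAM17 (−2.58, GC3 45.8%) and ATP11A (−2.40, GC3 67.3%). Median GC3 over the 5625 genes with sequence features was 51.2%. Values this far from the median have no replicate check here.

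To assess which mRNA features went with the change in half-life, the log2 fold change was compared with length and base composition across genes. The strongest correlation among the 14 features was with CDS GC content (Spearman's rho 0.310, 95% interval 0.286 to 0.334). Values for GC3 (0.296) and for GC content at the first (0.266) and the second codon position (0.179) were also positive. GC content of the 3′UTR (0.199) and of the 5′UTR (0.117) had smaller values than CDS GC content and GC3. The value of the 3′UTR was above that of the second codon position. Shuffling the values across genes gave rho between −0.026 and 0.025 for CDS GC content. Genes are not independent replicates, and these values describe the genes analysed. Without the highest 10% of values the rho with CDS GC content was 0.199, the lowest among the alternatives.

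When genes were split by GC3 into 5 groups of 1125, the median log2 fold change rose from 1.68 in the group with the lowest GC3 to 1.87, 2.05, 2.34 and then 2.87 in the group with the highest. The share of genes below 0 was 8.71% in the lowest group and 3.82% in the highest. In fold terms the half-life was 3.19-fold longer in the lowest group and 7.33-fold longer in the highest.

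Shorter coding sequences and shorter genes had larger increases. The length with the strongest correlation was the span of the gene, introns included (rho −0.272, 95% interval −0.297 to −0.248). The rho with CDS length was −0.266 (95% interval −0.290 to −0.243; shuffles −0.026 to 0.027) and that with 3′UTR length −0.126, whereas 5′UTR length at −0.002 (−0.028 to 0.024) lay inside the range of its shuffles. The median log2 fold change was 2.57 for the 258 genes with a CDS under 500 nt, 2.59 for the 1096 genes from 500 to under 1000 nt, 2.37 for the 1305 genes from 1000 to under 1500 nt, 1.95 for the 977 genes from 1500 to under 2000 nt, 1.93 for the 659 genes from 2000 to under 2500 nt and 1.64 for the 1330 genes of 2500 nt or more. The interval for the shortest class (2.28 to 2.82) included the median of the next. The genes from 500 to under 1000 nt exceeded those of 2500 nt or more by 0.95 (0.84 to 1.10), and by 0.72 when the highest 10% of values were omitted.

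**Figure D2:**
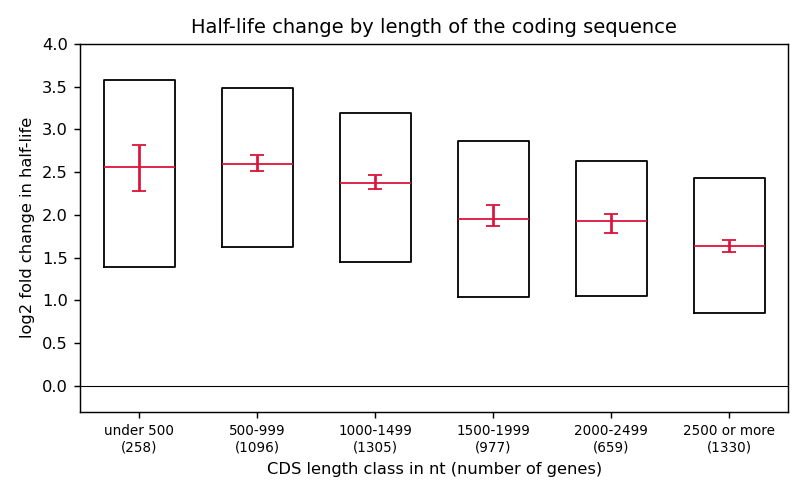
Log2 fold change in half-life (y axis) in 6 classes of CDS length in nt (x axis, with the number of genes in parentheses). Boxes span the quartiles, red lines are medians and red bars are 95% intervals of the medians from resampling genes, and the medians go from 2.57 in the shortest class to 1.64 in the longest.

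Length and composition were then examined together. Given gene span, the partial rho of CDS length was −0.162, and given CDS length that of gene span was −0.172. Given CDS GC content, the partial rho of CDS length was −0.259, and given CDS length that of CDS GC content was 0.304. The genes from 500 to under 1000 nt had a higher median than those of 2500 nt or more in all 5 groups of GC3, by 0.57 to 1.21, and the group of highest GC3 had a higher median than the lowest in all 6 length classes, by 0.64 to 1.31.

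The relation with codon use was examined for each of the 61 sense codons. Frequency in the CDS had a positive rho for 27 of the 31 G/C-ending codons and a negative rho for all 30 A/U-ending codons. The mean rho was 0.135 for G/C-ending codons and −0.172 for A/U-ending codons, a difference of 0.306 (95% interval 0.280 to 0.336). In 10000 shuffles the difference lay between −0.028 and 0.028 and was never as large, although 335 of the 10000 shuffles gave at least as many positive G/C-ending codons, because codons of the same class vary together. An absolute rho above 0.044, the limit from the shuffles, was reached by 56 codons. The highest values were 0.259 for the alanine codon GCC and 0.257 for the leucine codon CUG, and the lowest were −0.312 for the lysine codon AAA and −0.295 for the glutamate codon GAA. The 4 G/C-ending codons with a negative rho were UUG (−0.087), AGG (−0.047), AAG (−0.016) and AUG (−0.002), of which the last 2 were inside the limit. They were picked out after their values were seen. The alternative furthest from the main difference was the omission of the highest 10% of values, with 0.178.

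**Figure D3:**
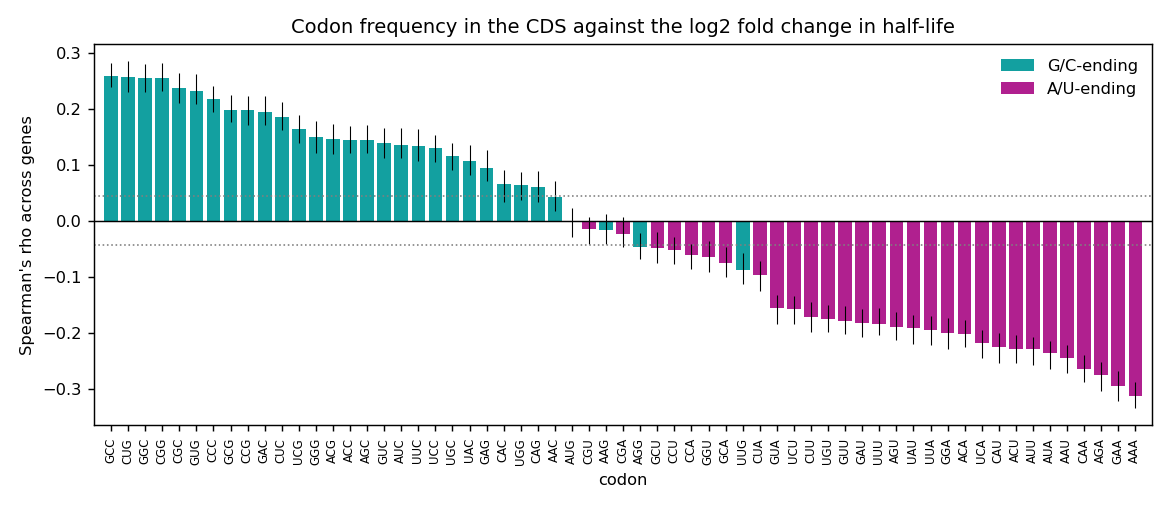
Spearman's rho across 5625 genes between the frequency of each sense codon and the log2 fold change in half-life (y axis), for codons ordered by rho (x axis). Cyan bars are G/C-ending and magenta bars A/U-ending codons, thin bars are 95% intervals from 200 resamples of genes, and the dotted lines at 0.044 and −0.044 mark the limit from shuffled values, which 56 codons exceed.

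Amino acid frequency was compared in the same way. Of the 20 amino acids, 7 had a positive rho, with alanine at 0.221, proline at 0.153 and glycine at 0.134, and 13 had a negative rho, with lysine at −0.247 the lowest. Within amino acids, the share of G/C-ending codons among synonyms had a positive rho for all 18 amino acids with more than 1 codon, from 0.202 for histidine to 0.273 for arginine. For lysine the frequency of the amino acid and the choice of its G/C-ending synonym went in opposite directions, with −0.247 against 0.268.

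Gradient boosting was used to rank 16 features with limited mutual correlation in 5426 genes. These were lengths and base contents of the CDS and UTRs. Gene span, intron GC content and exon junction density were not entered, so the ranking does not compare them with CDS length or CDS GC content. CDS GC content had an influence of 25.9% and CDS length 22.0%, followed by the AG content of the CDS at 9.53%, 3′UTR length at 6.55% and the A content of the 3′UTR at 5.34%. In cross-validation the model explained 18.2% of the variance across genes, with a correlation of 0.466 between predicted and deposited values. With a tree depth of 3 the influences of CDS GC content and CDS length were 41.9% and 33.9%, in the same order.

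Zinc-finger mRNAs had a smaller change than other mRNAs. The study found zinc-finger mRNAs enriched in a group with increased translation and a minimal increase in stability. For these mRNAs it reported relatively short control half-lives and no change in stability after CNOT1 depletion. It proposed a distinct decay pathway for them. The 340 genes compared here were chosen by symbol and not by their change in half-life, so the 2 sets differ. The 340 C2H2 zinc-finger genes had a median log2 fold change of 0.88 (95% interval 0.78 to 1.01), a 1.84-fold longer half-life, compared with 2.17 for the rest. The median differed from the average of 10000 random lists of the same size by −1.22 and was below all of them, and it was also below all 10000 lists matched on CDS length and CDS GC content. Of the 340 genes, 301 were above 0 and 39 (11.5%) below. The 282 genes with ZNF symbols alone had a median of 0.83, also below all random lists.

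A further 11 gene lists were compared with random lists, and 3 of them stood apart from lists drawn from all genes. The median was 2.64 for 74 TMEM transmembrane proteins (99.8th percentile), 3.08 for 21 E2 ubiquitin conjugating enzymes (99.8th) and 2.47 for 92 solute carriers (98.3th). Against lists matched on CDS length and CDS GC content, the E2 enzymes remained above the limit (98.2th percentile), whereas the TMEM proteins (91.5th) and solute carriers (95.7th) did not. With the mean in place of the median the E2 enzymes were at the 97.9th percentile. Without the highest 10% of values, 14 E2 enzymes were left and were at the 61.6th percentile. That omission removes genes by the value under test, so it cannot decide whether a list with high values stands apart. The median of 15 immediate early genes was 1.58, inside the limits for lists from all genes (11.2th percentile) and outside for matched lists (0.11th percentile). The remaining lists were small or near the median of all genes, with medians of 3.45 for 5 histones (97.1th percentile), 2.30 for 14 aminoacyl-tRNA synthetases (68.2th), 2.19 for 29 spliceosome proteins (60.7th), 2.06 for 5 respiratory chain and ATP synthase subunits (48.3th), 1.92 for 8 proteasome subunits (37.9th) and 1.77 for 7 chaperonin subunits (31.0th).

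**Figure D4:**
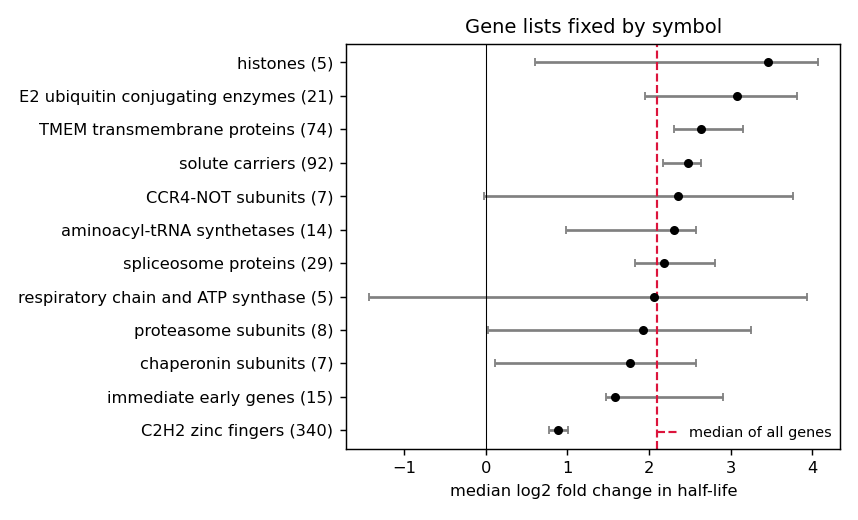
Median log2 fold change in half-life (x axis) of 12 gene lists fixed by symbol, with the number of genes in parentheses (y axis). Points are medians, bars are 95% intervals from resampling the genes of a list and the dashed line is the median of all genes at 2.10, from which the 340 C2H2 zinc-finger genes at 0.88 lie furthest below.

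Elements of the 3′UTR to which Ccr4-Not is brought by RNA-binding proteins or microRNAs were examined in 5596 genes. Compared with lists matched on 3′UTR length and GC content, the 2542 mRNAs with an AU-rich element (UAUUUAU) had a median that differed by −0.0025 (43.8th percentile). Matched lists included mRNAs with the element, so differences from them are not those between mRNAs with and without it. The 2226 mRNAs with a Pumilio element (UGUANAUA, where N is any base) had a median higher by 0.12, above all 10000 matched lists, while the reversed sequence gave −0.02 (24.0th percentile). Without matching the difference was in the other direction, with a median of 2.06 for mRNAs with the element and 2.14 for those without. The 732 mRNAs with a let-7 seed match had a median higher by 0.12 (98.0th percentile), and with the longest CDS per gene the value of 0.11 was inside the limits (96.4th percentile). Matching on CDS GC content as well gave 0.14 (99.3th percentile). In the 96 mRNAs with at least 2 let-7 seed matches the direction was reversed, at −0.12 (23.9th percentile). The control sequence with at least 2 sites was also negative, at −0.15 in 237 mRNAs (8.99th percentile). The 1717 mRNAs with a seed match for the miR-17 family had a median that differed by −0.07 (1.80th percentile), which was inside the limits once CDS GC content was also matched (16.4th percentile). The reversed miR-17 sequence, present in 230 mRNAs, gave a difference of similar size, −0.06 (28.9th percentile), and the reversed let-7 sequence gave −0.01 (41.1th percentile).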

Values the study reported

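The study reported a median mRNA half-life of 6.7 h under control conditions and a mean log2 fold change in half-life of 2.1 after CNOT1 depletion. Its control half-lives correlated with earlier values for HEK293 cells with r = 0.406.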

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

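All alternatives were chosen before the result was seen. No paired analysis was possible because the authors had combined the replicates into 1 value per gene, and for the same reason leaving out each replicate in turn was not possible. The unknown depth and fit error limit every value for a single gene, and the intervals cover the sampling of genes only.

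Of 131 values under alternatives, 101 kept their direction and stayed within the gene-resampling interval, on the same side of the list limits or, for codon counts and boosting values, within a factor of 1.5. A further 7, all of gene lists or elements inside the limits of random lists under both settings, changed sign without standing apart. Omission of the highest 10% of values made the correlations with length and GC content smaller. The rho was then −0.204 with CDS length, 0.199 with CDS GC content and 0.181 with GC3, and the difference in mean rho between the codon classes was 0.178. A negative rho was then found for 27 in place of 30 A/U-ending codons and a positive rho for 28 in place of 27 G/C-ending codons, so that some codons changed direction. The rho with 3′UTR GC content was 0.094 and that with 5′UTR GC content 0.066. Part of this follows from construction, since a narrower range of values lowers a correlation, and the share due to extrapolated half-lives was not tested. Relative use among synonyms raised the codon difference to 0.387. The share of genes above 0 was 93.7% without the lowest and highest 1% of values, since the lowest 1% all lay below 0. A tree depth of 3 gave influences of 41.9% for CDS GC content and 33.9% for CDS length, and the cause was not tested. Without covariates the rho of exon junction density was −0.145.

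Among the single lists, elements, length classes and UTR GC contents, 14 values changed, including the UTR values without the highest 10% given above, of which 8 were weaker, 4 had moved, 1 was stronger and 1 was reversed. The reversed one was the let-7 seed match with at least 2 sites, at −0.12 against matched lists, and the cause was not tested. The zinc-finger genes stayed below all random lists in the 4 alternatives run for them, with differences in the median from −1.26 to −1.03 in 3 of them and a difference in the mean of −0.97 in the other.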

Other observations

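The tests on long genes, on gene span and transcript length against CDS length, on GC3 given amino acid frequencies and on zinc-finger genes outside chromosome 19 were chosen only after the result was seen. The reversed Pumilio element was a control fixed beforehand, and it was read as a test of base composition after its value was known.

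The rise of the half-life change with GC3 could come from a GC bias of the sequenced fragments, which would act on 3′UTRs as well as on coding sequences. Given GC3, however, the partial rho of 3′UTR GC content was −0.019, against 0.212 for GC3 given 3′UTR GC content. The base composition of the locus was weighed through the introns, whose GC content had a rho of 0.240 on its own. The partial rho of intron GC content given GC3 was 0.038, while that of GC3 given intron GC content was 0.151, compared with 0.296 without the covariate. A large part of the relation was therefore shared with the locus, and intron GC content added little beyond GC3. Given the frequencies of all 20 amino acids, the partial rho of GC3 was 0.132, outside the shuffle range of −0.026 to 0.026, so that much of the relation was shared with amino acid composition but not all of it. These tests argue against the 3 explanations as the whole cause. What stays open is the extrapolation of long half-lives, since the 5 highest values belonged to GC-rich mRNAs and the rho with GC3 was 0.181 without the highest 10%. Extrapolation need not be limited to the highest 10% of ratios, so their omission cannot settle it. A dependence of the log2 ratio on the control half-life also stays open. A dependence of Ccr4-Not-mediated decay on the third codon position remains a hypothesis.

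CDS length and CDS GC content appeared as separate relations. If length had acted through GC content, the partial rho of CDS length given CDS GC content would be near 0, and it was −0.259. The length of the whole transcript had a rho of −0.253, and given that length the partial rho of CDS length was −0.154, outside the shuffle range of −0.026 to 0.026. Transcript length in turn kept a partial rho of −0.128 given CDS length, and the 3′UTR one of −0.117. The partial rho of 5′UTR length given CDS length had the opposite sign, at 0.050. The span of the gene had a rho as strong as CDS length, and given gene span the partial rho of CDS length was −0.162, outside the shuffle range of −0.026 to 0.026, while given CDS length that of gene span was −0.172. Transcript length and gene span may thus each account for part of the relation with CDS length but not for all of it, and which of them matters more was not resolved. Whether short coding sequences also had other control half-lives was not tested.

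Zinc-finger mRNAs gained less half-life than lists of mRNAs of similar CDS length and GC content. Their coding sequences are low in GC content, which could lower the value, but the median still differed by −1.03 from that of lists matched on CDS length and CDS GC content. Reads shared between the paralogs clustered on chromosome 19 were another candidate explanation. Outside chromosome 19 the 204 zinc-finger genes still differed from matched lists by −0.87, and the 136 on chromosome 19 by −1.15, so that read sharing within the clusters cannot be the whole cause. The difference between the 2 groups was not tested. A decay route for these mRNAs that needs Ccr4-Not less is a hypothesis that stays open, as does a dependence of the log2 ratio on the control half-life. The immediate early genes, a class of short-lived mRNAs, were also low against matched lists, by −1.44, but with the mean in place of the median against lists from all genes their excess was 0.08.

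Exon junctions in the coding sequence were tested as a further feature. The number of junctions per kb of CDS had a partial rho of −0.105 (95% interval −0.130 to −0.079) given CDS length and GC3, outside the shuffle range of −0.026 to 0.026. CDS length and GC3 therefore do not account for all of the relation. The median fell from 2.34 in the group of 1125 genes with the lowest junction density to 1.89 in that with the highest, while the 392 genes with 1 coding exon were within the range of matched lists (90.3th percentile). Among genes with at least 2 coding exons the partial rho was −0.102. A link between exon junctions and the dependence on Ccr4-Not is consistent with these values, and other features that go with junction density, such as gene span, were not separated from it.

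The lower values of long genes were examined for a trace of the transcription block. Triptolide stops initiation, and polymerases already on long genes could go on delivering transcripts during the first hours. The median was 2.42 for spans under 50 kb, 1.83 for 50 to 200 kb and 1.69 for over 200 kb. The 442 genes over 200 kb had a median that differed by −0.14 from lists matched on CDS length and GC3 (1.14th percentile). In the 3142 genes under 50 kb, where such a delay should be slight, the partial rho of gene span given the same features was −0.077, also outside the shuffle range of −0.035 to 0.035. Delayed transcripts of long genes are therefore unlikely to be the whole cause of the relation with gene span, and a contribution in the longest genes stays open. Why some genes lay below 0 was not tested.

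The excess of mRNAs with a Pumilio element was small, 0.12 on the log2 scale, and appeared only against lists matched on 3′UTR length and GC content, all of which it exceeded. Without matching, mRNAs with the element differed by −0.08 from those without. Base composition or length of the 3′UTR would give the same excess for the reversed sequence, for which it was −0.015. With at least 2 sites the value was 0.08 in 894 genes for the element and −0.08 in 599 genes for the reversed sequence. Whether the excess depends on the number of sites was not tested. Recruitment of Ccr4-Not through this element is a hypothesis that stays open.

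The 7 symbols that read as calendar dates had log2 fold changes from 0.01 to 4.85 in the authors' deposited table. The genes behind them were not analysed here.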
